A study of Bos taurus with 4 samples. Its data were reported in "Th17-related mammary immunity, but not a high systemic Th1 immune response is associated with protection against E. coli mastitis" (2020).

How the data were processed

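RNA was measured in CD45+ CD4+ T cells from bovine mammary tissue. According to the study's methods, tissue was digested with collagenase and DNase, mononuclear cells were recovered on a Percoll gradient, and cells stained for CD45 (a marker of leukocytes) and CD4 were sorted by flow cytometry. Cells of the cows of a group were pooled, and strand-marking polyadenylated RNA libraries were sequenced with paired reads on an Illumina HiSeq instrument. Reads were aligned with STAR to the bovine UMD3.1 assembly. The methods name Cufflinks and RSEM for the counts, another counter is named for the blood libraries of the same study, and the strand setting of the counting is not given in the sources used here.

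The deposited table holds whole-number read counts per Ensembl gene, not normalized, for 24616 gene IDs and 4 libraries, as the authors counted them. The column names give all 4 libraries the same lane label. Each column was assigned to its sample by its name and each sample to its group by its title. No molecular identifiers are described, so intervals and floors below cover counting error only: reads copied from 1 molecule count separately. Total counts ranged from 4158590 to 5187465. A count of 0 allows up to 0.716, 0.721, 0.578 and 0.642 CPM in the CONT control, CONT inoculated, IMM control and IMM inoculated libraries, taking 3 counts as the floor.

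Gene names were not used here. The gene reference at hand has 37063 rows, none with an Ensembl ID, and 0 of the 24616 IDs matched a name. Hence the planned lists of T helper, activation, stress and interferon genes, the medians of the Th17 list, the markers of other cell types and the genes fixed by name were not analysed, and checks of GC content and gene length were void. The rule for genes chosen by size (the highest and lowest log2 ratio among genes past the 2-fold rule with a mean of at least 20 CPM) was applied to IDs for the comparison of inoculated glands, and 2 IDs in each direction are given.

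Counts were scaled with TMM in edgeR 4.0.16 (R 4.3.3, limma 3.58.1). With 1 library per group, pairs of libraries were compared by a fixed rule and not by a test. A gene was called at least 2-fold apart when it had at least 10 counts in 1 library and at least 50 in the 2 compared, the log2 ratio with a prior count of 2 was at least 1 in size, and the exact 95% (Clopper-Pearson) interval of the count ratio excluded 1. The comparisons were IMM against CONT in inoculated and in control glands, and inoculated against control glands in CONT and in IMM cows. They were fixed with the tests and their alternatives before the data were examined. The sets with a mean of at least 500 counts, the groups of genes shared by both glands or both arms and the groups of genes that peak in 1 library were chosen after seeing the data.

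Tests with a library left out served only as alternatives, described below. The main test was run on all 4 libraries together, with edgeR's quasi-likelihood F test on an additive model with immunization and gland. It used a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 difference over 1. It has 1 residual degree of freedom, taken from the interaction, which therefore could not be tested. Each factor was tested with the other in the model. The common dispersion was 0.0958.

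The procedures were tested on simulated data, with 5 runs of 10641 genes drawn from the observed means and the fitted dispersion, and 200 genes changed between IMM and CONT in each run. The fit recovered 14.9% of genes changed 2-fold, 60.6% of those changed 4-fold and 79.4% of those changed 8-fold, with 1.2 false calls per run. The 2-fold rule in control glands recovered 41.5%, 81.5% and 89.1%, with 940.6 unchanged genes past the rule per run. The dispersion includes any real interaction between immunization and inoculation, so this last number can be too high. All 4 libraries had the same dispersion at a given abundance, so differences in scatter between libraries were not simulated.

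Alternatives were DESeq2 1.42.0 (its size factors, and its Wald test for the fit), total counts, upper quartile scaling, a prior count of 0.5, other gene filters, the 100 most abundant genes left out, and each factor alone. Each library was left out in turn with the tested factor alone, a choice made after seeing the data. In those fits the lone library of a group is assumed to vary like the others. Figures were drawn with matplotlib 3.10.9.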

Results

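CD4 T cells were sorted from the mammary tissue of Holstein cows, and their polyadenylated RNA was counted per gene. The design crossed immunization with bacterial inoculation. IMM cows had received heat-killed Escherichia coli P4, a strain that causes mastitis (inflammation of the udder), in an oil adjuvant by the intramuscular route, followed by a booster of 50 µg of protein from the bacterial culture supernate infused into some of the glands of the udder. The study's methods do not state whether the sampled glands were among these, while its results and discussion write of immunized and antigen-exposed glands. CONT cows had received the adjuvant alone, by the intramuscular route on both dates, and no infusion into the udder is described for them. The arms thus also differed in adjuvant doses and in the infusion itself. In cows that had been through an earlier challenge, a healthy gland of the udder was infused with live E. coli P4, and tissue was taken 16 h later from that inoculated gland and from a control gland of the same cows. There were 4 groups and 1 library per group, each a pool of sorted cells of 3 cows, so no group had replicates. Total counts were 4191068 in the CONT control library, 4158590 in the CONT inoculated library, 5187465 in the IMM control library and 4674389 in the IMM inoculated library. At least 1 count was found for 12465, 11370, 13554 and 12633 genes, in the same order. The table identifies genes by Ensembl ID and does not pair the IDs with names, so genes are described below by the libraries in which they were high or low.

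The comparison of IMM with CONT in control glands addresses whether CD4 T cells differed in a gland that was not inoculated in this challenge. The study calls these glands healthy and not infected, and its methods do not state whether they took part in the earlier challenge. Of 8935 genes with enough counts, 689 were at least 2-fold higher in IMM and 263 were at least 2-fold lower. The excess of higher genes was clearer among the 1783 genes with a mean of at least 500 counts. There, 67 genes were higher in IMM and 4 were lower. Among genes simulated without change, given the spread of the 4-library fit, 940.6 met the same rule and 5 of these were abundant. The count over all genes was close to the simulated one and the count of abundant genes was above it. The simulation gave all libraries the same dispersion, with none particular to single genes. Observed scatter (scaled median absolute deviation of log2 ratios at a mean of 10 to 50 counts) was 0.986 between control glands and 1.42 between inoculated glands. Hence the simulated counts cannot say how many genes to expect without change in control glands.

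In inoculated glands the same comparison holds any difference present without inoculation together with any difference in the response to infection. Of 8786 genes, 1017 were at least 2-fold higher in IMM than in CONT and 521 were at least 2-fold lower, and 369 of the higher genes differed at least 4-fold. Among the abundant genes, 70 were higher and 17 were lower. The CONT inoculated library that enters this comparison had the fewest genes detected, and 42 of the genes compared had 0 counts in it. Among genes simulated without change, 886 met the rule in this comparison.

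Part of these genes differed between IMM and CONT in the same direction in both glands. At least 2-fold higher in IMM in both glands were 263 genes, against 38.2 among genes simulated without change. The simulated unchanged genes had no difference between the pools of cows and no spread particular to single genes. Their number thus cannot say how many genes to expect without an effect of immunization. Of the 8398 genes compared in both glands, 867 were at least 2-fold higher in IMM in the inoculated glands and 579 in the control glands, and independent lists of these lengths share 59.8. The median level of the 263 genes was 9.73 CPM (TMM-scaled counts; quartiles 4.63 and 29.9) in the CONT control library and 7.72 CPM in the CONT inoculated library. In IMM cows it was 31.8 CPM in the control library and 39.5 CPM in the inoculated library. Among abundant genes 44 were higher in both glands, against 2.63 for independent lists, and their median log2 ratio was 2.03 in control glands and 2.25 in inoculated glands. At least 2-fold lower in both glands were 53 genes, 1 of them abundant. Both glands of an arm came from the same cows, so the overlap describes these pools and includes any difference between the cows themselves.

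**Figure D1:**
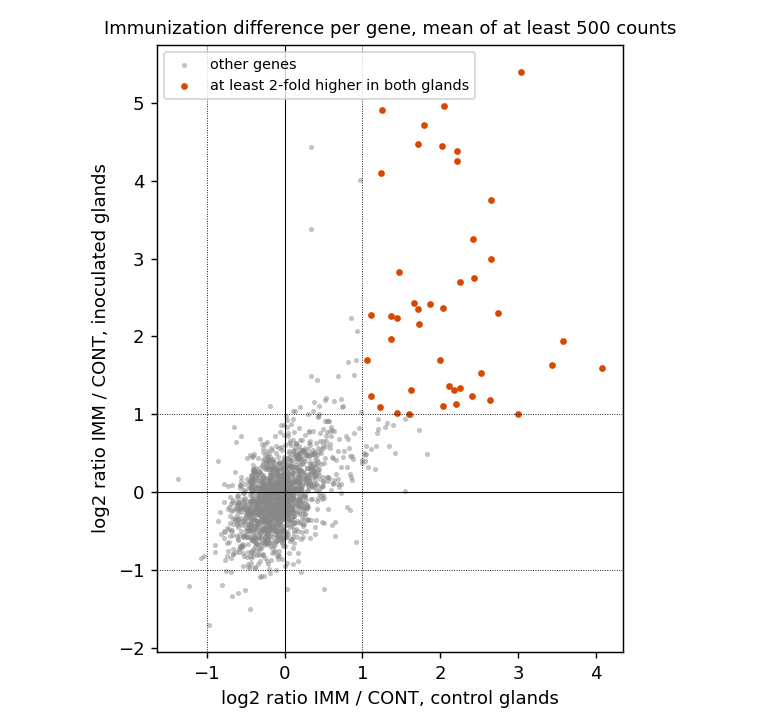
Each point is 1 of the 1783 genes with a mean of at least 500 counts, with the log2 ratio of IMM over CONT in control glands on the x axis and in inoculated glands on the y axis. The 44 orange genes were at least 2-fold higher in IMM in both glands, dotted lines mark 2-fold differences, and the correlation across these genes was 0.67.

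The gene with the most counts over the 4 libraries, singled out after its values were seen, was also higher in IMM. It took 0.359% of the counts of the CONT control library (Wilson 95% interval 0.353% to 0.365%) and 4.03% of those of the IMM control library (4.01% to 4.05%). In inoculated glands it took 0.767% in CONT (0.759% to 0.776%) and 2.78% in IMM (2.77% to 2.80%). On the TMM scale, IMM was 11.9-fold above CONT in control glands and 3.82-fold above it in inoculated glands. The log2 ratios were 3.58 and 1.94, and this gap between glands was not tested. Its difference between inoculated and control glands had opposite signs in the arms, with a log2 ratio of 1.10 in CONT cows and -0.54 in IMM cows.

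The comparison of inoculated with control glands within each arm addresses the response of CD4 T cells to the bacteria. In CONT cows 418 genes were at least 2-fold higher and 522 at least 2-fold lower in the inoculated gland, of 8534 compared. In IMM cows 436 were higher and 420 were lower, of 9133 compared. Among abundant genes, 8 were higher and 16 lower in CONT cows, and 27 were higher and 7 lower in IMM cows. Overlaps between the arms were set against independent lists among the 8263 genes compared in both. At least 2-fold higher after inoculation in both arms were 32 genes, against 11.1 for independent lists, with control and inoculated medians of 5.68 and 19.2 CPM in CONT cows and of 7.16 and 35.4 CPM in IMM cows. At least 2-fold lower in both arms were 43 genes, against 18.6 for independent lists, with medians of 14.1 and 4.68 CPM in CONT cows and 14.3 and 5.71 CPM in IMM cows. Opposite directions in the arms were found for 50 genes, against 28.8 for independent lists, so overlaps above independence were not limited to genes with the same direction in both. Among genes simulated without a difference between inoculated and control glands, 906 met the rule in CONT cows and 954.2 in IMM cows, of which 4.4 and 4.2 were abundant. Their overlap between the arms was not counted. In the comparisons of IMM with CONT, where 940.6 and 886 simulated genes met the rule, 38.2 unchanged genes were higher in both glands. That simulation was for other comparisons and gave all libraries the same dispersion. Whether an overlap of 32 genes is more than unchanged genes give therefore cannot be told. Among abundant genes, 3 were higher in both arms, against 0.121 for independent lists, and 2 were lower in both, against 0.0628. Opposite directions were found for 2 abundant genes, lower in CONT cows and higher in IMM cows, against 0.242.

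A group of genes was high in the IMM inoculated library alone. With a mean of at least 100 counts, 84 genes were at least 2-fold above each of the other libraries there, and 18 of them at least 8-fold. The CONT control library had 7 genes at least 2-fold above the others, the CONT inoculated library had 3 and the IMM control library had 7, and none of these libraries had a gene at 8-fold. With the minimum mean lowered to 10 counts, 309 genes peaked at least 2-fold in the IMM inoculated library, compared with 131 in the CONT inoculated, 95 in the IMM control and 66 in the CONT control library. At 8-fold 41 genes peaked in the IMM inoculated library and 0 in each of the others. The 41 genes had a median of 56.6 CPM there (quartiles 17.1 and 146) and of 0.695, 1.64 and 0.995 CPM in the CONT control, CONT inoculated and IMM control libraries.

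**Figure D2:**
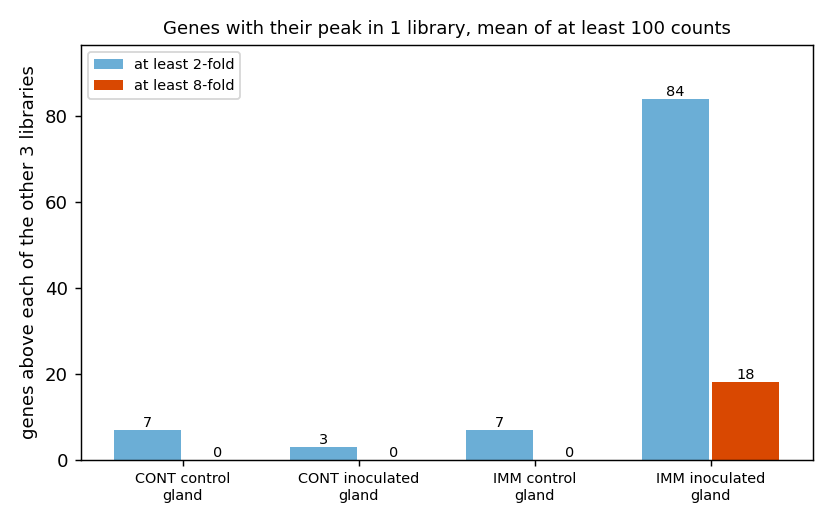
Bars give the number of genes that were at least 2-fold (blue) or at least 8-fold (orange) above each of the other 3 libraries, for genes with a mean of at least 100 counts. The IMM inoculated library had 84 and 18 such genes, and the other libraries had between 3 and 7 at 2-fold and 0 at 8-fold.

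ENSBTAG00000006894 and ENSBTAG00000006343 had the highest ratios of IMM over CONT in inoculated glands among genes with a mean of at least 20 CPM. ENSBTAG00000006894 had 727 counts in the IMM inoculated library and 0 in the CONT inoculated library. Its ratio was 227 when the floor of 3 counts was taken for the CONT inoculated library, and the lower limit of the exact 95% counting interval was 184. ENSBTAG00000006343 had 633 and 2 counts, a ratio of 297 with an exact 95% counting interval of 81.9 to 2457. In control glands the counts of IMM and CONT were 17 and 8 for the former gene and 13 and 8 for the latter, and both counting intervals of the ratio included 1. Even so, both passed for immunization in the edgeR quasi-likelihood F test of all 4 libraries (adjusted p = 0.000153 and 0.000311). ENSBTAG00000012567 and ENSBTAG00000018938 had the lowest ratios, with 25 counts in IMM against 155 in CONT and with 26 against 148. Their ratios were 0.151 (exact 95% counting interval 0.0950 to 0.232) and 0.165 (0.104 to 0.251). In control glands both had close levels, with 111 against 87 counts and 104 against 86, and in the edgeR fit of all 4 libraries neither passed (adjusted p = 0.258 and 0.257). The IDs of each pair had close counts in every library, and whether they share reads was not tested.

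The edgeR quasi-likelihood fit of all 4 libraries, with terms for immunization and inoculation, tested 10641 genes. For immunization 210 genes were higher in IMM and 18 were lower, at an adjusted p under 0.01 and an absolute log2 difference over 1. The higher genes had a median log2 ratio of 1.65 in control glands and 2.56 in inoculated glands, and 225 of the 228 genes had the same direction in both. For inoculation 29 genes rose and 6 fell, all 35 in the same direction in both arms. The fit chooses genes whose ratio is large on average over both glands or both arms, so these shares follow in large part from that choice. The spread came mostly from other genes (31.3 prior degrees of freedom), so a gene with unlike ratios could pass. Of the 228 genes, 163 met the 2-fold rule in the same direction in both glands, and 13 of the 35 did so in both arms. The genes that rose had a median log2 ratio of 1.46 in CONT cows and 4.38 in IMM cows, and for 26 of the 29 the ratio was larger in IMM cows, a difference that was not tested. Of the 35 genes, 21 were at least 2-fold above all other libraries in the IMM inoculated library, and 23 also passed for immunization.

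These fits have 1 residual degree of freedom, and for immunization the spread is between glands of the same cows, so the adjusted p does not speak for other cows. With immunization alone in the model and 1 library left out, 3 genes passed without the CONT control library, 1 without the CONT inoculated, 79 without the IMM control and 28 without the IMM inoculated library, and with inoculation alone 0, 30, 0 and 4 genes passed in the same order. With all 4 libraries and that factor alone, 6 genes passed for immunization and 0 for inoculation, where the model no longer accounts for the pool of cows. With both factors in the model, edgeR had 1453 genes for immunization and 698 for inoculation at an unadjusted p under 0.05. Chance gives 532 for each. DESeq2 had 951 and 375 in the same order. With inoculation alone in the model and all 4 libraries, edgeR had 307 genes at that threshold, fewer than chance gives. Without the CONT control, CONT inoculated, IMM control and IMM inoculated library it had 160, 860, 285 and 1145, where chance gives 571, 569, 560 and 558. With both factors in the model, DESeq2 had 128 genes past the threshold for immunization and 21 for inoculation.

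Across genes, the log2 ratio of IMM over CONT in control glands correlated with that in inoculated glands (r = 0.28 over 11817 genes with at least 10 counts in 1 library, 0.51 over 5639 genes with a mean of at least 100). The corresponding correlation of the inoculation ratios between CONT and IMM cows was lower, at 0.11 and 0.17. The 2 ratios of each pair share no library, and genes are not independent replicates. The immunization ratios compare the same 2 pools of cows in both glands, so their agreement can reflect the cows as well as the immunization. The inoculation ratios come from different cows, so the 2 correlations do not rank immunization against inoculation. Libraries within an arm likewise came from the same cows. Among abundant genes the libraries were closest within an arm, with correlations of log2 CPM of 0.959 between the CONT libraries and 0.931 between the IMM libraries, against 0.910 between the control glands and 0.857 between the inoculated glands. Over all 11817 genes the order differed, and the control glands of CONT and IMM were closest (0.938, against 0.916 within CONT and 0.925 within IMM).

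The CONT inoculated library differed from the others in its low counts. It had 354 genes at 2 to 4 counts and 506 at 5 to 7 counts, a ratio of 1.43, whereas the ratio was 0.724 in the CONT control, 0.612 in the IMM control and 0.828 in the IMM inoculated library. In addition, 22 genes were at 0 in it with a mean of at least 50 counts in the other libraries, compared with 6 in the CONT control library and 0 in each IMM library. Scatter between libraries, which includes differences between cows and treatments, was beyond counting error at every abundance. Between the inoculated glands the median absolute deviation of the log2 ratio, scaled to an SD, was 1.42 for genes with a mean of 10 to 50 counts, where counting alone gave 0.382, and 0.377 for genes with a mean of at least 500, where counting gave 0.0614.

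**Figure D3:**
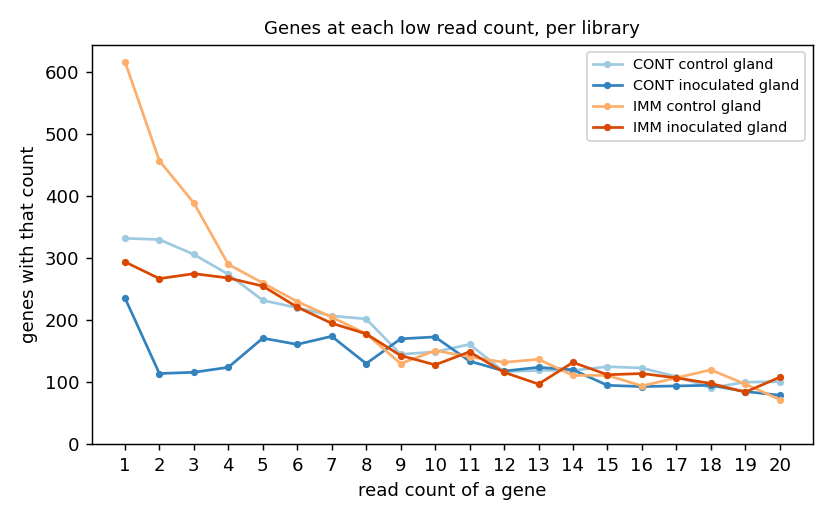
The number of genes (y axis) at each read count from 1 to 20 (x axis) is drawn for the 4 libraries. The CONT inoculated library (dark blue) had fewer genes at 2 to 4 counts than at 5 to 7 counts (354 and 506), and the other libraries had more at 2 to 4.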

Values the study reported

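The study reported that the sorted CD4 T cells had a purity above 95% and came from 3 CONT and 3 IMM cows at 16 hpi. It grouped the top 500 genes into modules, and called a gene significant at a q value under 0.01 with an absolute log2 fold change above 1.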

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

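The tests of detected genes, of low counts, of the ratio of 2-fold genes under other minimum counts, of peaks in the CONT inoculated library and of peak genes above the floor were chosen after those results were seen. The shares of all peak genes that were higher in CONT inoculated or IMM control libraries, and the use of cell type markers, were laid down before their results were seen, and the comparison with other genes of like counts was added later.

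Opposite directions drew attention in 2 places. Between IMM and CONT, 36 genes were at least 2-fold higher in 1 gland and at least 2-fold lower in the other, while independent lists share 53.3 such genes and 84.2 genes simulated without change did so. Between inoculated and control glands, 50 genes had opposite directions in CONT and IMM cows, where independent lists share 28.8. Neither difference was tested, since each group has 1 library.

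Fewer genes were detected in the CONT inoculated library than in any other. Lower depth is argued against: after every library was thinned to the smallest total, the CONT control library still had 9.61% more genes detected. Few starting molecules, each read several times, may account for it. The ratio of genes at 5 to 7 counts to genes at 2 to 4 counts was 1.43 there, against 0.612 to 0.828 in the other libraries. The library also had 236 genes at 1 count, more than at any count from 2 to 20, which that explanation alone does not predict.

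More genes were at least 2-fold apart between IMM and CONT in inoculated than in control glands, by a ratio of 1.62 over all genes. Scatter of low-count genes in the inoculated libraries could be neither excluded nor shown, since the minimum counts gave different answers. Among genes with a mean of at least 500 counts the ratio was 1.23 (bootstrap 95% interval over genes 1 to 1.52), as that explanation needs, and 1.68 (1.46 to 1.96) with a mean of at least 200, which does not decide. It was 1.92 (1.75 to 2.09) with a mean of at least 50, 1.91 (1.70 to 2.14) with 100 and 1.96 (1.75 to 2.22) with at least 200 counts in the 2 libraries compared, which goes against it. A larger effect of immunization during infection stays open and was not tested for want of replicates.

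Many genes peaked in the IMM inoculated library alone. Scatter from few molecules stays open: the CONT inoculated library had 0 genes 8-fold above the other libraries at a mean of at least 100 counts, against 18, but this count is part of the pattern itself. Of the 41 genes with an 8-fold peak at a mean of at least 10 counts, a share of 0.585 (24 genes, exact 95% interval 0.421 to 0.737) was higher in the CONT inoculated than in the CONT control library, against 0.318 for other genes of like counts, and among the 25 above the floor in these libraries it was 0.80 (0.593 to 0.932) against 0.450, so a smaller response to inoculation in CONT cows stays open. A share of 0.854 (35 genes, 0.708 to 0.944) was higher in the IMM control than in the CONT control library, against 0.657 for other genes, and 0.889 of the 27 above the floor (0.708 to 0.976) against 0.576, so a small difference may also be present in IMM control glands, which were sampled 16 h after inoculation of another gland. Cells of another type in the sort cannot be told apart from a response of immunized CD4 T cells, since 0 gene IDs matched a name and no marker could be read.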

How the results depend on the processing

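Settings with a minimum mean of 500 counts, with genes at 0 or a library left out, and all settings of the groups of genes shared by glands or peaking in 1 library were chosen after seeing the data. The 12 counts of 2-fold genes, higher and lower together, under other scalings (4 comparisons, 3 scalings) stayed within 0.965 to 1.01 times those of the main setting. A prior count of 0.5, leaving out the 100 most abundant genes or leaving out genes at 0 in any library kept all 4 counts within 1.5 times. The split into higher and lower genes moved more with scaling. With total counts it was 930 and 617 in inoculated glands and 584 and 335 in control glands. In CONT cows it hardly moved, at 418 and 523 with total counts against 418 and 522. Upper quartile scaling gave 415 higher and 436 lower in IMM cows, which reversed the larger side. The gene filter moved the counts of 2-fold genes. In the order inoculated glands, control glands, CONT cows, IMM cows, the counts were 3479, 2233, 2695 and 2180 without a filter, 545, 278, 176 and 264 with at least 200 counts in the 2 libraries, and 87, 71, 24 and 34 with a mean of at least 500, since these filters change how many genes are compared. With that mean, 44 genes were higher and 1 lower in IMM in both glands, and 16 and 3 genes peaked 2-fold and 8-fold in the IMM inoculated library. Other scalings kept these groups within 1.5 times. The correlation of the immunization ratios was 0.251 with a prior count of 0.5, 0.506 with a mean of at least 100 and 0.670 with at least 500. That of the inoculation ratios was 0.175 and 0.269 with these means and 0.0749 by Spearman. In the fit of all libraries, immunization had 128 genes with DESeq2, 404 at an adjusted p under 0.05 with no minimum difference, 71 with a mean of at least 500 and 6 with that factor alone. Inoculation had 21 genes with DESeq2, 71 with no filter beyond 1 count and 72 at an adjusted p under 0.05. It had 19 with a mean of at least 500 and 0 with that factor alone. At an unadjusted p under 0.05 edgeR had 307 with inoculation alone and 698 with both factors, where chance gives 532. DESeq2 with both factors had 375. Without 1 library and with the factor alone, 1 to 79 genes passed for immunization and 0 to 30 for inoculation. The cause of the changes with DESeq2 and with the factor alone was not tested. DESeq2 gave no adjusted p for 1238 genes in the fit of immunization and 2888 in that of inoculation. DESeq2 size factors in edgeR kept both counts within 1.5 times. The medians of the Th17 list and the settings that leave out markers of other cell types were not run, because no gene names were matched. The fit of inoculation with both factors already holds the pool of cows as a block, and the fits of inoculation with that factor alone or without 1 library drop it. The log2 ratios of the 4 IDs stayed within their counting intervals under the other scalings and a prior count of 0.5. Counting error at this depth alone gives log2 ratios between the inoculated glands a scatter of 0.382 for genes with a mean of 10 to 50 counts and of 0.0614 with at least 500.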

Other observations

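Genes that were low in 1 library were mostly low in the CONT inoculated library. With a mean of at least 10 counts, 730 genes were at least 2-fold below each of the other libraries there, compared with 268 in the CONT control, 69 in the IMM control and 256 in the IMM inoculated library. With a mean of at least 500 counts, these numbers were 13, 5, 0 and 1.

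Which of the 2 pairs of libraries that differ in both factors was further apart depended on the genes used. Between IMM inoculated and CONT control, 91 abundant genes were at least 2-fold higher and 17 lower, compared with 59 and 12 between IMM control and CONT inoculated. The Euclidean distances over the abundant genes were 26.9 and 23.2 in log2 CPM, but over the 500 most variable genes they were 68.0 and 74.0. Over the same 500 genes, the control glands of IMM and CONT were closest, at a distance of 42.1, followed by the IMM libraries at 52.3 and the CONT libraries at 59.1, and the inoculated glands were furthest apart at 83.4.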
